A study of Homo sapiens with 2 samples. Its data were reported in "THOC5 complexes with DDX5, DDX17, and CDK12 to regulate R loop structures and transcription elongation rate" (2022).

How the data were processed

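Total RNA was isolated from HEK293 cells expressing slow (R749H) or fast (E1126G) Pol II after infection with shCr or shTHOC5 virus for 5 days, with doxycycline at 2.0 μg/mL for 12 to 16 h and then α-amanitin at 2.5 μg/mL for 42 h. The series' design text names the fast mutant E1129G, and the name on the samples was followed. Amino-allyl cRNA was coupled to AlexaFluor555 (shCr) or AlexaFluor647 (shTHOC5), and both were hybridised to 1 array per line. Dyes were not swapped, and nothing was replicated, so the number of arrays limits the precision of every value. The study's text describes these cells and their treatment but not the array hybridisation.

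The values used were the log ratios deposited by the authors, read here as log2, 1 per feature and array. Agilent Feature Extraction 10.7.3.1 is named in the submitters' processing notes. How the authors normalised, centred, floored or filtered the deposited log ratios is not given in the sources used here. As log10, the most extreme values of both arrays would exceed the ratio a scanner can record. The values alone do not tell log2 from natural log, so the main counts of each array, of the difference and of features shared or opposite between the arrays were repeated with values read as natural logs. Signal intensities and detection flags were not used here, so dim features were not filtered and no level or bound is given. The median of all features was 0.11 on the slow and 0.09 on the fast array, and that of the measured features 0.02 and 0.01. The direction and the centring stay unstated, and the direction is taken from the sample titles and dyes.

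Arrays were grouped by the cell line named for their shTHOC5 channel. The planned comparisons were written for genes, before the data were examined. The table lists feature numbers with no gene beside them, so these comparisons were made on features. The comparisons of THOC5, of the gene lists, of the THOC5-dependent and independent cleavage genes and of gene length were left out. So were the alternative settings on how probes are combined into genes, how many probes a gene needs or how they match, and how random lists are drawn. Repeat spots of a probe could not be matched by number either, so no spread within an array is given.

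On each array the most frequent value was found (tolerance 1e-09), and features at it were left out. This was decided after seeing the data. Every other feature is called measured. Features at or past 1.5-fold (0.58 in log2), the size threshold the study applied to its RNA ratios, were counted as higher or lower on each array, and likewise the slow minus fast difference where both arrays measured the feature. At most 4 features are named by number, the highest and lowest of each array among those measured on both, in place of the planned rule of 10 genes at each end, the members of each gene list and single genes of interest. Counts shared by both arrays were set beside n1 × n2 / N, the product of both lists' sizes over the features measured on both, with each array holding its own control RNA. The counts of opposite directions were also set beside 1000 random pairings of the features, chosen after seeing the data. The limits of 3, 5 and −4 in log2, beyond which features were counted at the ends of the distributions, were chosen after seeing the data. A test of the mean ratio over both lines, which would treat them as replicates of each other, was not made. No p-value was computed. The counting was tested on a pair of simulated arrays of 170635 features, where 100% of 200 changes of 8-fold planted on 1 of them were recovered. Such changes lie far past the threshold, so this tests the counting and not its precision.

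Alternatives tried were a 2-fold threshold, centring on the measured features or on all features, counting the repeated values, reading values as natural logs, and leaving out features within 0.0005 above the repeated value. Neighbours on the array were taken from the numbering, whose long gaps most often recur after 170 numbers (56 of 91 intervals), taken as the period. Local medians were taken over 201 consecutive features and then over features at the same place in the period. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.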

Results

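To examine how depletion of THOC5, a subunit of the THO mRNA processing and export complex, affects the transcriptome when transcription runs slowly or quickly, total RNA was compared on two-colour microarrays. The cells were HEK293, a human embryonic kidney line, carrying a doxycycline-inducible, α-amanitin-resistant large subunit of RNA polymerase II (Pol II). The R749H mutant elongates slowly and the E1126G mutant elongates fast. Each line was infected with a control shRNA virus (shCr) or a virus against THOC5 (shTHOC5) for 5 days, and endogenous Pol II was blocked with α-amanitin at 2.5 μg/mL for 42 h. There was 1 array per cell line, with shTHOC5 RNA in the AlexaFluor647 channel and shCr RNA in the AlexaFluor555 channel. Every value below therefore comes from a single hybridisation with no replicate check, and no test between conditions was made.

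The arrays gave a log ratio for 170635 features, where a feature is 1 spot of probe. A value above 0 is taken as a higher level in shTHOC5 cells. This direction is likely, since the sample titles name shTHOC5 over shCr, but it was not stated for the values themselves. With the opposite direction, higher and lower would change places throughout. The base of the logarithm was not stated either and was read as log2. If the values were natural logs, every fold value below would be larger and more features would pass a given fold. Features are listed by number with no gene beside them, so no gene is named here, and the level of THOC5 itself, which would have checked the knockdown and the direction, was not analysed here. The gene groups chosen beforehand (among them the THO complex, elongation and 3′ processing factors, stress and cell cycle genes, and the THOC5-dependent and independent cleavage genes) were not analysed here for the same reason.

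On each array, 1 value was repeated on many features. On the slow Pol II array 25454 features (14.9%) stood at 1.02, and on the fast Pol II array 27515 features (16.1%) stood at 0.99. No other value occurred more than 2 times on the slow array or 7 times on the fast array. The overlap was large, with 18422 features at the repeated value on both arrays against 4104 for independent draws. Features at a shared value have no order, and read as a ratio they would all count as higher, by 2.03-fold on the slow array and 1.99-fold on the fast array. They were therefore left out of the counts of higher and lower features, unless stated otherwise. This left 145181 measured features in slow Pol II cells, 143120 in fast Pol II cells and 136088 in both.

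**Figure D1:**
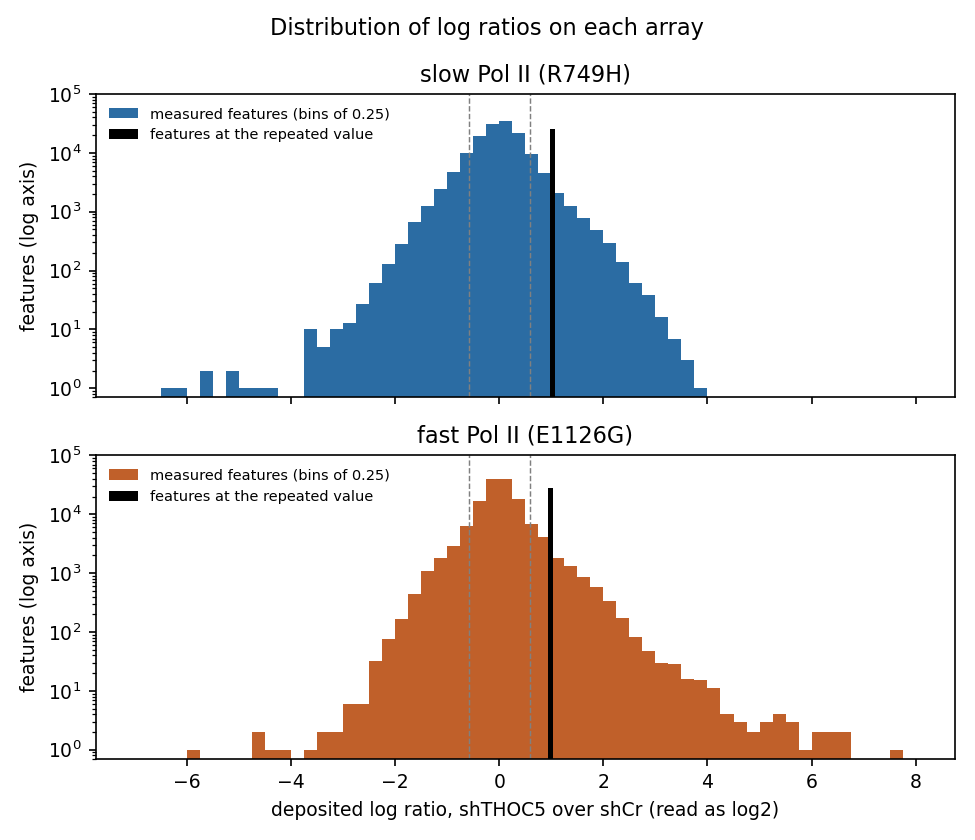
Number of features (log axis) per log2 ratio of shTHOC5 over shCr (bins of 0.25) in slow (top) and fast (bottom) Pol II cells, with 1 array each. The black bar is the repeated value, at 1.02 on 25454 features and at 0.99 on 27515 features, and dashed lines mark 1.5-fold. The fast Pol II array has the longer upper tail, up to 7.56 against 3.76. The feature at 7.56 was at the repeated value on the slow array, and among features measured on both the highest were 6.68 and 3.76.

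In slow Pol II cells, higher and lower features were nearly balanced upon THOC5 depletion when all features measured on that array were counted. At 1.5-fold, 14967 measured features (10.3%) were higher and 15266 (10.5%) were lower in shTHOC5 cells. At 2-fold the counts were 5165 higher and 4918 lower, and with the values read as natural logs 25595 features were higher and 25415 lower at 1.5-fold. The median log2 ratio was 0.02, and the middle 90% of features lay between −0.86 and 0.86 (SD across features 0.54). This balance depends on the centring of the array and on the features counted. With the median of all features, repeated values included, set to 0, which shifts the slow array by 0.11, only 35.1% of the features past 1.5-fold were higher, against 49.5% as deposited. With the repeated values counted, 72.6% were higher. Among the 136088 features measured in both lines, 11608 were higher and 14088 lower at 1.5-fold, and 3568 and 4460 at 2-fold. The highest feature measured in both lines, number 17370, had a log2 ratio of 3.76 in slow Pol II cells (13.6-fold) and 2.55 in fast Pol II cells. The lowest, number 30537, had −6.45 in slow Pol II cells (87.2-fold lower) and −4.56 in fast Pol II cells.

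In fast Pol II cells, fewer measured features passed the threshold. More of them were higher than lower, mostly through features at the repeated value in slow Pol II cells. At 1.5-fold, 13209 measured features (9.23%) were higher and 10113 (7.07%) were lower in shTHOC5 cells. At 2-fold, 5389 were higher and 3631 lower, and with the values read as natural logs 21071 were higher and 17488 lower at 1.5-fold. The median log2 ratio was 0.01, and the middle 90% lay between −0.72 and 0.90 (SD 0.51). The interquartile range was 0.44, against 0.57 in slow Pol II cells. Whether this gap exceeds the spread between repeated hybridisations could not be tested with 1 array each. With the median of all features set to 0, 45.3% of the features past 1.5-fold were higher, against 56.6% as deposited, so the excess of higher features turned into an excess of lower ones. With the repeated values counted, 80.1% were higher. The measured features at the repeated value on the slow array held most of the excess, with 3419 higher and 479 lower at 1.5-fold. Among the 136088 features measured in both lines, 9790 were higher and 9634 lower at 1.5-fold, and 3733 and 3480 at 2-fold. The upper tail was longer in fast Pol II cells, where 128 features had a log2 ratio above 3 and 18 above 5. Of these, 37 and 11 stood at the repeated value in slow Pol II cells and were left out there. In slow Pol II cells 27 were above 3 and 0 were above 5, and 0 of the 27 stood at the repeated value in fast Pol II cells. The highest feature measured in both lines, number 50747, had a log2 ratio of 6.68 in fast Pol II cells and −1.0 in slow Pol II cells. The lowest, number 106875, had −5.97 in fast and −6.24 in slow Pol II cells.

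The next question was whether THOC5 depletion moved features alike in slow and fast Pol II cells. Among the 136088 features measured in both, 2519 were higher by 1.5-fold in both lines, against 835 for independent lists, and 3636 were lower in both, against 997. Of the features lower in fast Pol II cells, 37.7% were also lower in slow Pol II cells, and of those higher in fast Pol II cells 25.7% were also higher in slow Pol II cells. Taken from the slow side the gap was smaller, with 25.8% of the lower and 21.7% of the higher features shared. Shared counts also move with the centring, with 1787 higher and 5413 lower in both once the median of all features was set to 0. The overlap relative to independent lists was larger at 2-fold, with 629 features higher in both against 97.9 and 787 lower in both against 114. For features past the threshold in opposite directions the ratio rose as well, from 1.21 to 1.39 times. The rise alone is therefore no added sign that features moved alike. Of the 100 highest features on each array 23 were shared, and of the 100 lowest 16 were shared, where independent ranks give 0.0735. A group of 5 features lay below −4 on both arrays, from −6.45 to −4.72 in slow and from −5.97 to −4.05 in fast Pol II cells. Another 4 features lay below −4 in slow Pol II cells alone, with ratios between −0.17 and 0.06 in fast Pol II cells.

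Across features, the ratios of the 2 lines correlated with Pearson's r of 0.29 and Spearman's rho of 0.32. With the repeated values counted, r was 0.48 and rho 0.49. Features are not independent replicates, and both arrays had the same dye orientation, so a bias of a probe towards one dye is contained in both. The 428 features at least 2 log2 units above 0 in slow Pol II cells had a median log2 ratio of 0.58 in fast Pol II cells, and 72.2% of them had the same sign. The 232 features at least 2 units below 0 in slow Pol II cells had a median of −0.61 in fast Pol II cells, with the same sign in 78.9%. Features within 1.5-fold of 0 in slow Pol II cells already shared the sign in 61.5% (below 0) and 62.9% (above 0). Grouped by the fast array, features above 0 shared it in 64.8% up to 1.5-fold. The share was 59.2% from there to 1 log2 unit, 57.6% from 1 to 2 and 71.8% from 2 up. Below 0 it was 61.1% up to 1.5-fold, 70.9% from there to 1 unit and higher beyond. Agreement in sign therefore did not rise steadily with size.

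**Figure D2:**
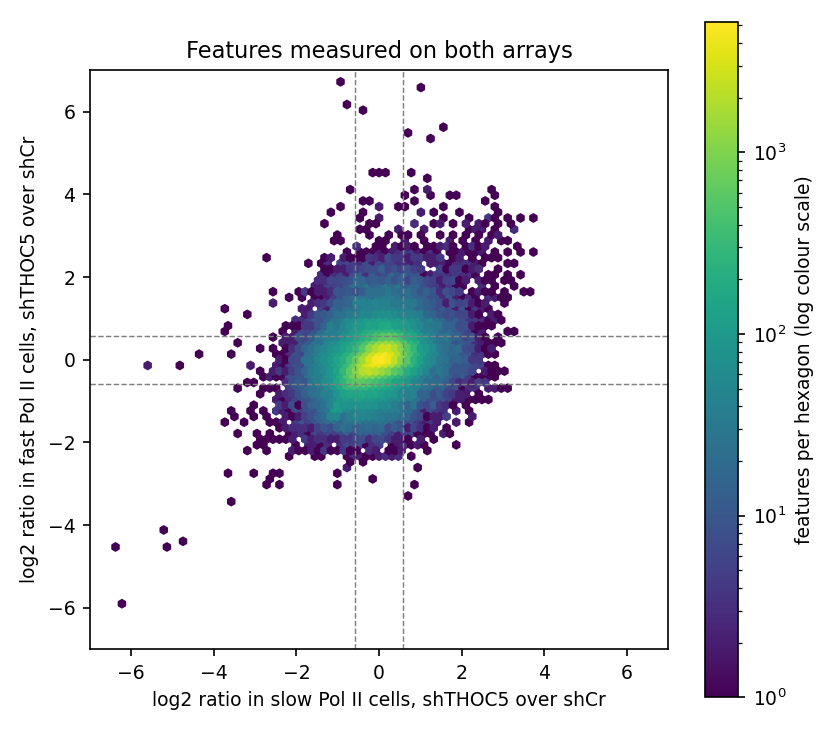
Log2 ratio of shTHOC5 over shCr in slow (horizontal axis) and fast (vertical axis) Pol II cells for the 136088 features measured in both, with 1 array each. Colour gives features per hexagon on a log scale, dashed lines mark 1.5-fold, and the 5 features below −4 on both arrays stand apart at the lower left.

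The slow minus fast difference was at least 1.5-fold for 28124 features (20.7%). Of the same 136088 features, 18.9% passed 1.5-fold in slow and 14.3% in fast Pol II cells. At 2-fold, the difference passed for 8.86% of the features, against 5.90% in slow and 5.30% in fast Pol II cells. A difference carries the error of both arrays. Of the 28124 features, 13288 had the higher ratio in slow and 14836 the higher ratio in fast Pol II cells. The median difference was 0.00 with an SD across features of 0.59. Of the 13288, 40.5% were past 1.5-fold in slow Pol II cells only and 25.4% in fast Pol II cells only. Of the 14836, 36.5% were past it in slow and 29.1% in fast Pol II cells only. Opposite ratios past 1.5-fold were found for 2225 features, of which 869 were higher in slow and lower in fast, and 1356 were lower in slow and higher in fast Pol II cells. Independent lists give 822 and 1013 features in these directions. With the values read as natural logs, or with the repeated values counted, opposite features were fewer than in independent lists (4948 against 5605, and 3882 against 6039). Counting the repeated values makes 18422 features higher on both arrays at once. That raises the independent count, so this setting cannot decide whether opposite features are in excess. Because each difference rests on 1 array per line, none was shown to exceed the error of hybridisation.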

Values the study reported

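The study did not state array values. By nanopore sequencing of cytoplasmic RNA it reported that 37 of 626 genes with THOC5-dependent 3′ cleavage were lowered by more than 1.5-fold in THOC5-depleted HEK293 cells. The arrays held total RNA of Pol II mutant cells, so that count is not a like comparison. Between the mutant lines, the study reported more proximal 3′ cleavage, more THOC5 on its target genes and binding of THOC5 to CDK12 in slow Pol II cells. These are not array levels.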

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

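The tests of the repeated value against low signal, of the correlation against dye bias and a shared response, and of the opposite directions against random pairings and a wide spread of single features were chosen after the result was seen.

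The lines differed in direction for 2225 features past 1.5-fold, which were higher in one line and lower in the other. The difference was not tested for any feature, since each line has 1 array. The count was 1.21 times that of independent lists and above the highest of 1000 random pairings of the features (1961), which argues against chance pairing as the whole cause, although pairings take features as independent and the 1.5 times set beforehand as excluding chance was not reached. This holds for the 1356 features lower in slow and higher in fast Pol II cells (1.34 times, highest pairing 1114). For the 869 features of the other direction (1.06 times, highest pairing 903), 39 of the pairings gave as many, so chance pairing stays open there. The excess depends on the setting. All opposite features were 1.39 times those of independent lists at 2-fold, 0.883 times with values read as natural logs and 0.643 times with the repeated values counted, and those lower in slow and higher in fast Pol II cells 1.59, 0.981 and 0.696 times. The setting with the repeated values cannot decide this, since the features at it on both arrays all count as higher and raise the independent counts. Features with a wide spread on both arrays, such as dim ones, may also give an excess in every direction, and at 1.21 times this cannot be told apart from a response that differs between the lines, because signal was not used here.

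Features left out of the main counts on one array had ratios past 1.5-fold on the other, which shows no signal by itself, since intensities were not used. Of 7032 features at the repeated value in slow Pol II cells alone, 3898 were past 1.5-fold in fast Pol II cells, with 3419 higher and 479 lower. Of 9093 features at the repeated value in fast Pol II cells alone, 4537 were past 1.5-fold in slow Pol II cells, with 3359 higher and 1178 lower. The highest log2 ratio of either array, 7.56 in fast Pol II cells, belongs to a feature at the repeated value in slow Pol II cells. The same holds for 11 of the 18 features above 5 in fast Pol II cells. Few lay far above the repeated value, since 203 of the 7032 were more than 1 above that of the fast array and 120 of the 9093 more than 1 above that of the slow array. Of the 3419 higher ones, 239 lay within 0.0005 above the repeated value of the fast array.

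A candidate explanation for the repeated value is a floor set under dim features in both channels. Of the features at it in slow Pol II cells, 72.4% were also at it in fast Pol II cells, against 6.26% of the others. This restates the overlap and would follow from any property of the probes, so low signal cannot be told apart from others while intensities are not used. The neighbours of these features argue against local defects of the arrays. Neighbours of a feature at the repeated value were at it at most 1.08 times as often as all features, within the 1.1 times set beforehand as no clustering. The authors' step that made the value stays open, and no biological explanation was tested.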

How the results depend on the processing

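Only the centring on the measured features and the 2-fold threshold were planned. The other alternatives were chosen after seeing the data. Under both centrings, and without the values just above the repeated one, every count stayed within 1.5 times its value, with r of 0.29 and rho of 0.32 throughout. Centring subtracts 1 constant per array, so it could not change r or rho. At 2-fold, 5165 features were higher and 4918 lower in slow, and 5389 and 3631 in fast Pol II cells. The difference was past 2-fold for 5109 (slow above fast) and 6952 (fast above slow), 629 were higher and 787 lower in both, and 296 were opposite. The stricter threshold itself lowers these counts. Read as natural logs, the counts were 25595 and 25415 in slow, 21071 and 17488 in fast, and 21704 and 22938 for the difference, with 5393 higher and 7853 lower in both and 4948 opposite, since 1.5-fold then lies at 0.41. With the repeated values counted, all of which lie above 1.5-fold, 40421 features were higher in slow and 40724 in fast Pol II cells, 27719 in both and 3882 opposite (6039 for independent lists), r was 0.48 and rho 0.49. With only the 18422 features at the repeated value on both arrays added, r was 0.52 and rho 0.51, and with only those at it on 1 array added, 0.33 and 0.34. The other 5 counts stayed within 1.5 times. With the median of all features set to 0, the counts were 11214 higher and 20770 lower in slow, and 10922 and 13178 in fast Pol II cells. In both lines 1787 were then higher and 5413 lower, against 2519 and 3636 as deposited. No paired analysis was possible because the lines compared have 1 array each and so share fewer than 2 replicate numbers. The other settings on probes per gene, random lists and gene length were not run, since features carry no gene here. Signal over background was not used, so how far dim features widen the ratios stays unknown.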

Other observations

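The tests of dye bias, of a shared response and of how much local medians can add to r were chosen after the result was seen.

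The ratios of both arrays correlated across features with r of 0.29. Trends along the feature numbers were too small to be the cause. The local medians had an SD of 0.04 on both arrays, which can add at most 0.00666 to r. Once they were subtracted, r kept 99.96% of its value, where at least 90% was set beforehand as no effect. That outcome followed from the small size of the local medians and adds no evidence beyond it. Defects that cover only a small part of the window of a local median were not tested for r, even where they recur from window to window. A response to shTHOC5 in both lines may give such a correlation, and so may dye bias, since every array had shTHOC5 RNA in the AlexaFluor647 channel. These cannot be told apart at r of 0.29, because no array of opposite dye orientation was analysed here.

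On the fast array 511 features lay within 0.0005 above the repeated value, against 6 within 0.0005 below it. On the slow array the numbers were 4 above and 7 below. Of the 511 features, 239 (46.8%) were at the repeated value on the slow array. Of the 7 features above 5 in fast Pol II cells that were measured in both lines, 4 were at least 1.5-fold higher in slow Pol II cells, where the 7 ranged from −1.0 to 1.63 with a median of 0.68.

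In fast Pol II cells 59.7% of the features past 2-fold were higher, against 51.2% in slow Pol II cells, with no replicate behind either value. These shares come from unlike sets of features. Among those measured in both lines, 3733 were higher and 3480 lower in fast, and 3568 and 4460 in slow Pol II cells. Below −3 lay 10 features in fast and 34 in slow Pol II cells. Medians over 37 blocks of 5000 consecutive feature numbers stayed between −0.05 and 0.04 on both arrays.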
